A study of Homo sapiens with 16 samples.

How the data were processed

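RNA was measured in 16 libraries of 4 HER2-positive breast cancer cell lines, each as parental (P) cells and as drug-tolerant persister (DTP) cells, with 2 replicates in each of the 8 groups. Per the labels' protocols, RNA was extracted on spin columns, treated with DNase and made into stranded Illumina libraries from total RNA. The authors deposited estimated counts of reads per gene symbol, without scaling: column totals differ between libraries, and 10.3% of the values carry decimals. Neither the labels nor the files name the aligner, the quantifier, the genome build or the annotation, so gene symbols are given as deposited and no genomic coordinates are given. The deposited counts of the 16 separate sample files equal the 16 columns of the series table. The planned tests assumed raw counts. The estimated counts were rounded to whole numbers and tested as planned.

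Of 26475 genes in the files, 16118 passed edgeR's filterByExpr over the 8 groups and were tested, and 10357 were left out for low counts. Libraries were scaled with TMM factors. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16, default method, R 4.3.3) in one fit of 8 group means to all 16 libraries, which has 8 residual degrees of freedom; p-values were adjusted by the Benjamini-Hochberg method. A gene is termed called when its adjusted p is under 0.05. The fitted biological coefficient of variation was 8.85%, with 7.15 prior degrees of freedom. Each line's DTP cells were compared with its own parental cells. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. A test with 3 degrees of freedom asked whether the 4 DTP effects of a gene were equal (the line-by-state interaction). For an effect common to the lines, counts were summed over the replicates of each group and the 8 summed profiles were fitted with line and state as terms, so that the line is the unit.

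Similarity of the responses was measured as Pearson's r between the log2 fold changes of a pair of lines over the tested genes, with the median over the 6 pairs as summary. For r, these were differences of group means in log2 CPM (counts scaled by TMM-adjusted library size to a common total, prior count 2), not edgeR's fitted values. Distance between lines was the root mean square difference of group means in the same log2 CPM, averaged over the 6 pairs. It was compared between states by a two-sided exact permutation test that swapped the states within lines (16 swaps). The SD given with a median r or a distance is that between the values from replicates 1 alone and from replicates 2 alone.

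The design, 12 gene sets (221 genes present in the files), a panel of genes and the rule for naming genes were fixed before the data were examined. Of the panel, 15 genes were analysed, and 1 further gene is not reported here and was left out of the list. Sets were tested with camera (limma 3.58.1, preset correlation 0.01) in each line, 48 tests, and again on the difference between one line's effect and the mean of the other lines' effects, 48 tests. Fry and camera with an estimated correlation were run beside it. By the naming rule, each line contributed the 2 called genes with the largest rise and the 2 with the largest fall among genes with a mean of at least 5 CPM in the line and no overlap between the states. To these were added the 4 genes rising and the 4 falling in all 4 lines whose smallest change was largest, the 4 interaction genes with calls in opposite directions and the widest range, each with a mean of at least 5 CPM over all libraries, and the panel.

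Library totals ran from 8599069 to 59343852 counts. A group was treated as at the floor when both of its libraries held 3 counts or fewer. Over library totals without TMM factors, this is 0.0506 to 0.349 CPM depending on the library. The CPM values and fold bounds in the text use TMM-adjusted library sizes, so the floors behind the bounds differ from these. A fold against such a group is given only as a bound computed from the floor, and no fold is given when both groups are at the floor. Floors cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules.

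Other choices, fixed in advance, were RLE factors, upper-quartile factors, library totals without composition factors, no low-count filter, a mean count of at least 50, prior count 0.5, the legacy quasi-likelihood method, DESeq2 1.42.0, a fit of each line alone, a minimum absolute log2 fold change of 1, a block for the replicate number, other units for the common effect, leaving out each line, and leaving out each library. After the data were seen, a further 3 were added: removal of 516 structural RNA genes (162 of them tested), offsets for GC content and length, and thinning of every library to the depth of the smallest. GC content and length came from the longest GENCODE transcript of each gene and were available for 15081 of the tested genes (93.6%) and for all set genes; the offsets were medians in 20 bins of each property. The order of neighbouring genes was taken from a RefSeq table of the human reference assembly GRCh38.p14, used for names and order alone.

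The procedure was tested on simulated data. Among 16118 simulated genes, 183 of 200 changed genes were recovered (91.5%), with 12 calls among unchanged genes, and 170 of the changed genes had an interaction call, against 6 unchanged ones. For the common effect, 191 of 200 changed genes were recovered (95.5%), with 7 calls among unchanged genes. The first simulation changed genes in SKBR3 alone. The second changed them by the same fold in all 4 lines, with line-specific effects drawn independently for each gene. The added changes were at least 1 log2, in genes above a minimum mean count. In the data, 7792 to 9285 genes were called per line, with median absolute changes of 0.71 to 0.86 log2. The recovery rates therefore describe rarer and larger changes than those in the data. Plots were drawn with matplotlib 3.10.9.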

Results

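Total RNA was sequenced from 4 established HER2-positive breast cancer cell lines, BT474, EFM192A, HCC1419 and SKBR3. Each line was sampled as parental cells and as drug-tolerant persister (DTP) cells, which are the cells that survive exposure to lapatinib, an inhibitor of the HER2 and EGFR kinases. Each of the 8 groups held 2 replicates. Replicates 1 and 2 had totals of 8599069 and 10912948 counts in BT474 parental cells and 14714702 and 18740590 in BT474 DTP cells. In EFM192A they had 16854571 and 20110321 counts in parental and 26907200 and 19142746 in DTP cells. In HCC1419 they had 31935161 and 24214678 counts in parental and 13904741 and 25384198 in DTP cells. SKBR3 had the deepest parental libraries, with 59343852 and 47612358 counts, against 24528976 and 21383756 in its DTP cells. The labels give no sequencing batch or date.

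Structural RNA genes (rRNA, 7SL, 7SK, small nuclear and nucleolar RNA and similar) took 17.3% ± 0.00875 of the counts in BT474 parental cells and 25.8% ± 0.102 in BT474 DTP cells (SD, n = 2). In SKBR3 they took 13.3% ± 0.201 in parental and 26.0% ± 0.529 in DTP cells. The shares overlapped between the states in EFM192A (23.8% ± 5.20 and 29.6% ± 3.04) and in HCC1419 (19.5% ± 3.05 and 21.2% ± 0.0345). Replicate libraries differed by a root mean square of 0.29 to 0.52 log2 CPM (counts scaled by library size) over the tested genes. Group means of parental and DTP cells differed by 0.97 in BT474, 0.96 in EFM192A, 0.90 in HCC1419 and 1.07 in SKBR3.

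The first comparison asked which genes differ between DTP and parental cells within each line. Of the 16118 tested genes, 7928 were called in BT474 (4066 higher and 3862 lower in DTP cells) and 7943 in EFM192A (4228 higher and 3715 lower). In HCC1419, 7792 were called (3744 higher and 4048 lower), and in SKBR3, 9285 (4888 higher and 4397 lower). The median absolute log2 fold change of the called genes was 0.76, 0.77, 0.71 and 0.86 in the same order. Requiring an absolute log2 fold change of at least 1 changed these counts most, to 2863, 3032, 2561 and 3949. Scaling by library totals alone moved the share of higher genes from 51.3% to 37.3% in BT474, from 53.2% to 37.7% in EFM192A and from 52.6% to 37.3% in SKBR3. In HCC1419 it moved from 48.05% to 47.3%.

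**Figure D1:**
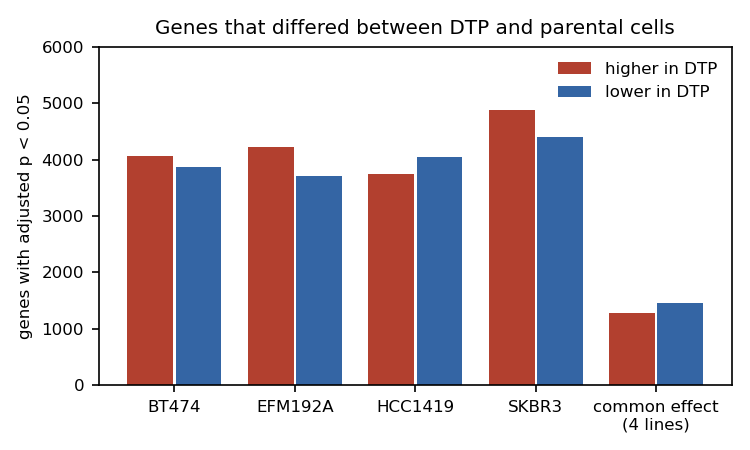
Number of genes called higher or lower in DTP than in parental cells (adjusted p under 0.05, edgeR) in each line and for the effect common to the lines. SKBR3 has 9285 called genes, the other lines 7792 to 7943, and the common effect 2719.

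In BT474, the genes with the largest rise under the naming rule were PSG4 and LYZ, both at the floor in parental cells. PSG4 reached 20.1 ± 2.69 CPM in DTP cells (SD, n = 2), at least 74.0-fold higher, with an adjusted p of 5.1e-11. LYZ reached 12.5 ± 0.676 CPM, at least 46.0-fold higher (adjusted p 2.0e-10). The falls were EIF3CL and KCNMA1. EIF3CL had 11.8 ± 5.53 CPM in parental cells and no counts in DTP cells, at least 66.4-fold lower (adjusted p 0.00487). It shares nearly all its sequence with EIF3C, and the sum over both genes changed by -0.88 log2, so the value of EIF3CL alone is uncertain. EIF3CL was also called lower in EFM192A and HCC1419. KCNMA1 fell by 4.63 log2 (SE 0.195, adjusted p 6.4e-11), from 19.6 ± 1.72 to 0.780 ± 0.0737 CPM.

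In EFM192A, LBH rose by 9.13 log2 (SE 0.318, adjusted p 5.4e-14), from 0.186 ± 0.0497 to 106 ± 4.50 CPM (SD, n = 2). ACTA2 rose by 7.31 log2 (SE 0.287, adjusted p 3.5e-13), from 7.75 ± 0.703 to 1233 ± 34.8 CPM. SCD fell by 7.16 log2 (SE 0.103, adjusted p 3.3e-16), from 4038 ± 101 to 28.3 ± 1.76 CPM. SCD was also lower in the other lines, with log2 fold changes of -3.03 in BT474, -2.85 in HCC1419 and -1.51 in SKBR3. SPRY4 fell by 5.78 log2 in EFM192A (SE 0.217, adjusted p 8.1e-12), from 34.0 ± 6.98 to 0.607 ± 0.0783 CPM.

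In HCC1419, TMEM101 rose by 6.10 log2 (SE 0.276, adjusted p 3.4e-11), from 0.149 ± 0.122 to 9.96 ± 0.241 CPM (SD, n = 2). NUDT4P1 rose by 5.26 log2 (SE 1.69, adjusted p 0.0177), from 1.14 ± 1.61 to 40.9 ± 20.1 CPM. The NUDT4P1 value rests on few libraries: without HCC1419 parental replicate 2 the fitted change was 12.90, and DESeq2 did not call it. NUDT4P1 also shares reads with NUDT4, and the sum over both changed by 0.24 log2. E2F8 fell by 5.15 log2 (SE 0.261, adjusted p 2.2e-10), from 16.2 ± 0.951 to 0.474 ± 0.126 CPM. PLK1 fell by 5.10 log2 (SE 0.207, adjusted p 1.6e-11), from 61.9 ± 3.60 to 1.76 ± 0.294 CPM.

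In SKBR3, TNFSF10 rose by 8.05 log2 (SE 0.163, adjusted p 2.2e-14), from 0.122 ± 0.00476 to 33.6 ± 1.61 CPM (SD, n = 2). Its log2 fold change was 3.87 in BT474, 1.81 in HCC1419 and 0.48 in EFM192A. KRT20 rose by 7.35 log2 (SE 0.247, adjusted p 2.6e-13), from 0.128 ± 0.0339 to 22.2 ± 2.19 CPM. The falls were a structural RNA gene and a pseudogene. RNA5-8S5 had 15.98 ± 19.1 CPM in parental cells and no counts in DTP cells (adjusted p 0.0212), at least 104-fold lower, with a spread between the parental replicates larger than their mean. GTF2IP4 had 13.3 ± 2.01 CPM in parental cells and was at the floor in DTP cells, at least 86.6-fold lower (adjusted p 0.00168). The sum over GTF2IP4 and its near-identical copies GTF2I and GTF2IP1 changed by 0.01 log2, so this fall is uncertain too. GTF2IP4 was also called lower in HCC1419, where 1 parental replicate held nearly all its counts.

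The next comparison asked which changes the lines share. With counts summed per line and state, 2719 genes had a common DTP effect (1270 higher and 1449 lower), and 1603 of them changed by at least 1 log2 (780 higher and 823 lower). This count depended strongly on the unit: averaging the 4 contrasts of the fit to single libraries gave 10010 genes. In the per-line tests, 1011 genes were higher in all 4 lines and 1304 were lower in all 4, 2315 in total. Independent lists of these sizes would share 75.1 and 61.0 genes. The total was lowest, 1921, in libraries thinned to one depth, and scaling by library totals moved its higher share from 43.7% to 25.3%. Of the 2315 genes, 521 changed by at least 1 log2 in every line (149 higher and 372 lower), 1941 also had a common effect, and 1566 had a line-by-state interaction, so their changes were alike in direction and unequal in size.

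Among genes higher in all 4 lines, C10orf10 had the largest minimum change over the lines. Its log2 fold changes were 5.14 in BT474, 5.03 in EFM192A, 4.69 in HCC1419 and 5.24 in SKBR3, its common effect was 5.02 (adjusted p 0.000722), and no interaction was called (adjusted p 0.214). TGFB2 rose by 5.09, 4.84, 4.54 and 4.25 log2 in the same order (interaction adjusted p 0.159), and IRS2 by 3.60, 3.89, 4.46 and 3.0. RASGRP1 rose by 3.60 in BT474, 2.67 in EFM192A and 3.84 in SKBR3. In HCC1419, RASGRP1 was at the floor in parental cells and at least 2.05-fold higher in DTP cells, a call that was lost when that line was fitted alone. Among genes lower in all 4 lines, MYBL2 changed by -3.13, -3.13, -4.91 and -4.36 and FOXM1 by -2.69, -2.75, -3.94 and -3.85. The histone genes HIST1H2BM and HIST1H2BI fell as well, with log2 fold changes of -2.89 and -2.69 in BT474 and -4.35 and -4.30 in HCC1419. Their near-identical copies could have exchanged reads with them, so the values of these single histone genes are uncertain.

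A further comparison asked how alike the responses are and whether the lines come closer to each other in the DTP state. Across the tested genes, which are not independent replicates, Pearson's r between the log2 fold changes of a pair of lines ran from 0.40 (BT474 and EFM192A) to 0.54 (EFM192A and SKBR3), and Spearman's rho from 0.41 to 0.51. The median r over the 6 pairs was 0.422 (SD 0.00722), and a filter at a mean count of 50 moved it most, to 0.517. From replicates 1 alone the median r was 0.376 and from replicates 2 alone 0.386. Both are lower than 0.422, so the SD does not measure how well 0.422 is fixed. Of the genes called in both lines of a pair, 82.9% to 88.1% changed in the same direction. The mean distance between lines was 1.79 log2 CPM in parental and 1.92 in DTP cells, a difference of 0.127 (SD 0.00483), and all 6 pairs were farther apart in the DTP state. The two-sided exact permutation test over 16 swaps gave p = 0.13, the smallest p this design allows. Scaling by library totals moved the difference most, to 0.106.

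The line-by-state interaction was called for 9634 genes (59.8% of those tested), and thinning all libraries to one depth changed this count most, to 7930. Calls in opposite directions in at least 2 lines were found for 2386 genes, 2382 of which had a called interaction. FBN2 (interaction adjusted p 4.5e-08) rose by 6.04 log2 in EFM192A and 3.90 in SKBR3 and changed by -2.11 in BT474. In HCC1419 DTP cells FBN2 was at the floor, at least 1.08-fold lower, a call that was lost in thinned libraries and in the fit of that line alone. ACTA2 (interaction adjusted p 4.8e-06) rose by 6.42 log2 in SKBR3 as well as in EFM192A. In BT474, ACTA2 was at least 2.27-fold lower in DTP cells, which were at the floor, but this direction rests on parental replicate 2, without which the fitted change was 2.75, and the call was lost in thinned libraries. CBLN2 (interaction adjusted p 6.5e-09) rose by 0.97 log2 in BT474 and 2.13 in HCC1419 and was at least 15.7-fold lower in SKBR3 DTP cells, which were at the floor. TNC (interaction adjusted p 1.6e-06) rose by 0.54 log2 in BT474 and 2.88 in EFM192A and was at least 4.38-fold lower in HCC1419 DTP cells, again at the floor. No fold is given for ACTA2 in HCC1419, CBLN2 in EFM192A or TNC in SKBR3, where both states were at the floor.

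The panel of 15 receptor, signalling and state genes was tested in each line. Of the 60 tests, 41 were called over all genes tested (25 higher and 16 lower), and 42 when adjusted over the list alone, the addition being SGK1 in BT474. The counts per line over all genes tested were 10 in BT474, 12 in EFM192A, 9 in HCC1419 and 10 in SKBR3. Thinned libraries moved the total most, to 37. An interaction was called for 12 of the 15 genes, the exceptions being ERBB2 (adjusted p 0.289), CDKN1B (0.0771) and IRS2 (0.108). ERBB2, at 4430 to 7996 CPM in parental cells, was not called in any line, with log2 fold changes of -0.07 in BT474, 0.06 in EFM192A, 0.16 in HCC1419 and -0.07 in SKBR3. These were called under some alternatives: ERBB2 reached 0.20 with DESeq2 and 0.32 after GC and length offsets in HCC1419, and -0.30 under library totals in SKBR3. Leaving out single libraries gave ERBB2 changes between -0.13 and 0.25 over the lines.

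ERBB3 rose by 1.20 log2 in BT474, 1.28 in HCC1419 and 0.94 in SKBR3 (SE 0.06 in each) and was not called in EFM192A. ESR1 rose by 0.86 in BT474, 1.74 in HCC1419 and 3.11 in SKBR3 (from 0.417 ± 0.088 to 3.60 ± 0.0616 CPM) and fell by 0.91 in EFM192A. PGR rose by 2.77 in BT474 and fell by 1.35 in EFM192A. PGR was also called in SKBR3 (1.42), on at most 9 counts per library. That call was lost under several alternatives, among them library totals (1.19) and thinning (0.74), and the change was 0.49 without SKBR3 DTP replicate 2 and 2.59 without SKBR3 parental replicate 1. SGK3 rose by 1.76 in BT474 and 2.69 in HCC1419 and fell by 1.11 in EFM192A. Its fall of 0.45 in SKBR3 was no longer called under RLE or upper-quartile factors, a mean count of at least 50, DESeq2 or thinning, and was -0.28 without SKBR3 DTP replicate 1. SGK1 rose by 1.18 in EFM192A and 1.25 in SKBR3 and was not called in HCC1419. In BT474, over all genes tested, SGK1 was called only under upper-quartile factors, at a mean count of at least 50 and in the fit of that line alone.

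MKI67 changed by -1.87 in BT474, -2.98 in EFM192A, -4.04 in HCC1419 and -2.70 in SKBR3. CCND1 fell by 0.58 in SKBR3 and rose by 0.35 in BT474, 0.25 in EFM192A and 0.19 in HCC1419, and these 3 rises were not called under library totals. The rises in EFM192A and HCC1419 were also not called when each line was fitted alone, nor was the one in HCC1419 without a low-count filter. DUSP6 changed by -0.83 in BT474, -4.01 in EFM192A and -3.36 in HCC1419. In SKBR3, with 3 to 21 counts per library, no change in DUSP6 was detectable at this depth. EGFR rose by 1.92 in SKBR3, was at least 2.26-fold lower in EFM192A DTP cells, which were at the floor, and was not called in BT474 (-0.30), where some alternatives, such as library totals (-0.46) and GC and length offsets (-0.43), did call it. The EFM192A fall in EGFR rests on parental replicate 1, the only library of that line with more than 3 counts, and without it both states were at the floor. IGF1R rose by 1.0 in BT474 and 2.08 in HCC1419 and was not called in EFM192A or SKBR3. CDKN1B was called in EFM192A alone (-0.31), and its change there was -0.14 without EFM192A parental replicate 1. VIM rose by 3.43 in EFM192A, from 0.211 ± 0.0141 to 2.39 ± 1.15 CPM (SD, n = 2), fell by 0.65 in BT474, and had no counts in HCC1419. CDH1 rose by 0.58 in HCC1419 and fell by 0.28 in EFM192A, a call that was lost under RLE factors, upper-quartile factors, a mean count of at least 50 and thinning. In BT474, CDH1 was not called (-0.23), but it was under library totals, the legacy quasi-likelihood method, DESeq2, the fit of that line alone and removal of structural RNA genes. The call of CDH1 in SKBR3 (1.40) rests on 3 to 8 counts per library and was lost in thinned libraries and in the fit of that line alone, with a change of 0.73 without parental replicate 1 and 2.35 without parental replicate 2.

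**Figure D2:**
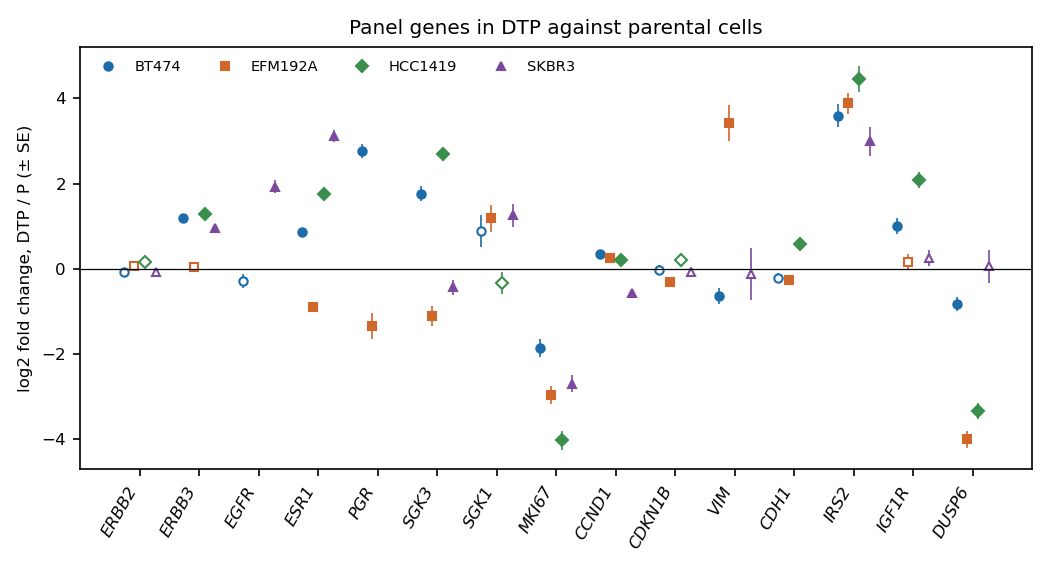
Log2 fold changes of DTP against parental cells for the panel genes in each line, with standard errors as bars; filled points have an adjusted p under 0.05, and 6 points are left out because a state was at the floor or no library held more than 10 counts. MKI67 is lower in all 4 lines, and ERBB2 lies between -0.07 and 0.16.

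Of the 48 gene set tests, 26 were called by camera (11 higher and 15 lower). All 26 were also called by fry, which called 37 in all, and 17 were called with an estimated correlation. The 9 lost with an estimated correlation were lysosome in BT474, EFM192A and SKBR3, ribosome biogenesis in BT474 and SKBR3, ERK output in BT474, cholesterol synthesis and ATF4 targets in HCC1419, and interferon response in SKBR3. The proliferation set was lower in all 4 lines, with 26 of 26 members called lower in each. Its median log2 fold changes were -1.66 in BT474, -2.01 in EFM192A, -3.53 in HCC1419 and -2.33 in SKBR3 (camera FDR 1.4e-38, 2.0e-48, 6.7e-93 and 2.6e-44, limma). The set of FOXO-dependent feedback genes was higher in all 4 lines, with medians of 1.20, 0.49, 1.36 and 1.14. The cholesterol synthesis set was lower in all 4, with medians of -0.87, -0.89, -0.23 and -0.67; without HCC1419 parental replicate 1, the HCC1419 value was -0.42.

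The set of ERK output genes was lower in BT474 (-1.03), EFM192A (-1.93) and HCC1419 (-1.16) and was not called in SKBR3. Its BT474 call was lost at a mean count of at least 50, in thinned libraries and after GC and length offsets. The estrogen response set was higher in BT474 (0.81) and HCC1419 (0.47) and lower in EFM192A (-0.90). The lysosome set was higher in BT474 (0.29), EFM192A (0.52) and SKBR3 (0.78), and the BT474 call was lost under library totals. The mesenchymal set was higher in EFM192A, with a median of 1.91 over the 14 of its 20 members that were tested (2.90 without EFM192A parental replicate 2). The interferon response set was higher in SKBR3, with a median of 2.83, or 2.68 with members at the floor placed at their bounds. Of its 18 members 15 were called higher (camera FDR 0.000906), but the FDR was 0.393 with an estimated correlation. The ATF4 target set was lower in HCC1419 (-0.42). The ribosome biogenesis set was lower in BT474 (-0.33), a call lost at a mean count of at least 50, and in SKBR3 (-0.57). No line had a call for the epithelial or the NRF2 target set.

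**Figure D3:**
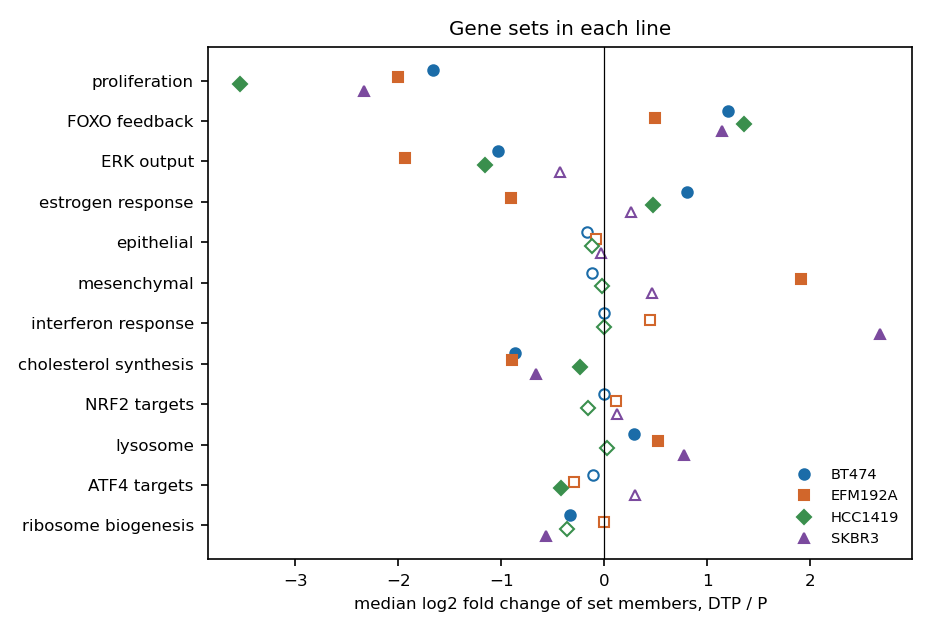
Median log2 fold change of DTP against parental cells for the 12 gene sets in each line, with members at the floor placed at their bounds; filled points were called by camera. The proliferation set runs from -1.66 in BT474 to -3.53 in HCC1419, and the interferon response set stands at 2.68 in SKBR3.

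Differences between lines were tested for the same sets, each line against the mean of the other lines. Of these 48 tests, 17 were called (10 higher and 7 lower), all 17 also by fry, which called 30 in all, and 5 with an estimated correlation. These 5 were proliferation in BT474 (0.89) and HCC1419 (-1.39) and estrogen response in BT474 (0.70), EFM192A (-1.17) and HCC1419 (0.75), given as median differences in log2 fold change.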

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

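The tests of depth, structural RNA, GC content and length, CDH1, the interferon set and parental samples given to the wrong line in this part were chosen only after the results had been seen; the test for DTP samples given to the wrong line was chosen before.

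The response to the drug-tolerant state differed between the lines for 9634 genes by edgeR's interaction test, and this difference between groups is why they are listed here. No group had enough samples to look for a single deviating library. Depth differed between groups, with parental SKBR3 libraries deepest. In libraries thinned to the smallest depth, 7666 of the 9634 genes were still called (79.6%). Without the structural RNA genes 9505 were still called (98.7%), and after GC and length offsets 9380 (97.4%). Each of these corrections moved other genes, and none accounts for most of the differences. A sample given to the wrong line is also argued against. For this, the median level over the genes of a list was taken in each library. For genes found in the parental cells of one line alone, this median was at least 58.7% of the parental level in DTP libraries of that line. It was at most 2.63% in any DTP library of another line. In parental libraries of other lines the choice of genes fixes a low level, so parental samples were tested with genes found in the DTP cells of one line alone. Their median was at least 20.6% of the DTP level in the parental libraries of that line, the lowest value being in BT474. It was at most 0.494% in those of another line. Single genes of a list could lie beyond these medians. The lists of parental genes are short, with 12 genes for BT474, 3 for EFM192A, 5 for HCC1419 and 8 for SKBR3, as are those of DTP genes, with 21, 5, 4 and 14 in the same order. The 2.63% was the median of HCC1419 genes in SKBR3 DTP replicate 1. RNA of another line in that amount would bring CDH1, but the highest CDH1 level in an SKBR3 library was 0.0980% of the lowest in the other lines. The differences may therefore be biological, as a hypothesis found and tested on the same data. Differences in how the DTP cells of each line were derived or cultured, which the labels do not describe, stay open and untested.

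Of the 41 genes named by the rule, 32 had a called interaction. Of these, 31 kept the call in thinned libraries, all but RASGRP1, while 32 kept it without structural RNA genes and 32 after GC and length offsets. For RASGRP1 (interaction adjusted p 0.0300, edgeR) depth therefore stays open. Among genes that rose most in one line, the interaction adjusted p was 9.0e-10 for PSG4, which also rose by 4.29 log2 in SKBR3, 1.7e-05 for LYZ, which rose by 2.41 in HCC1419, and 0.00011 for LBH, which rose by 6.29 in SKBR3. It was 6.9e-09 for TMEM101, called in HCC1419 alone, 1.0e-06 for KRT20, called in SKBR3 alone, and 4.3e-12 for TNFSF10, which rose in all 4 lines by unequal amounts. Among genes that fell most, it was 2.1e-09 for KCNMA1 (-4.63 in BT474, not called in HCC1419), 4.8e-13 for SCD (-7.16 in EFM192A, -1.51 in SKBR3) and 4.4e-09 for SPRY4 (-5.78 in EFM192A, not called in SKBR3). E2F8 (8.9e-06), PLK1 (2.5e-06), MYBL2 (7.3e-07), FOXM1 (1.2e-05) and MKI67 (0.000149) fell in all 4 lines by unequal amounts. So did HIST1H2BM (1.8e-05) and HIST1H2BI (1.3e-05), where reads shared with other histone genes could also play a part and were not tested. The 32 calls kept after GC and length offsets argue against that bias as the cause.

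For genes with calls in opposite directions, the interaction adjusted p was 4.5e-08 for FBN2, 4.8e-06 for ACTA2, 6.5e-09 for CBLN2 and 1.6e-06 for TNC. In each of these, some groups were at the floor. For ACTA2 in BT474 the fitted direction changed without parental replicate 2 (2.75 in place of -3.71), so the opposition there rests on 1 library, while its rise in EFM192A and SKBR3 does not. Among the panel genes, the values were 5.9e-08 for ERBB3, 2.2e-06 for EGFR, 2.6e-10 for ESR1, 1.0e-06 for PGR, 1.8e-08 for SGK3, 0.00546 for SGK1, 7.5e-06 for CCND1, 5.2e-05 for VIM, 0.000255 for CDH1, 3.9e-05 for IGF1R and 1.0e-07 for DUSP6. EGFR, ESR1, PGR, SGK3, CCND1, VIM and CDH1 had called rises in some lines and called falls in others. The EGFR fall in EFM192A rests on parental replicate 1. Of the others, the CDH1 fall in EFM192A and the CCND1 rises were lost under some alternatives, CCND1 in BT474 reaching 0.19 under library totals. The PGR and CDH1 rises and the SGK3 fall in SKBR3 were also lost under some alternatives.

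Gene set effects differed between one line and the mean of the others in 17 of 48 tests. In thinned libraries 16 of the 17 were still called in the same direction, without structural RNA genes 17, and after GC and length offsets 16. The one lost in both cases was ERK output in SKBR3, for which depth and GC content stay open. As median differences in log2 fold change, proliferation stood at 0.89 in BT474, 0.29 in EFM192A and -1.39 in HCC1419, and estrogen response at 0.70 in BT474, -1.17 in EFM192A and 0.75 in HCC1419. FOXO feedback stood at -0.34 in EFM192A, ERK output at -0.77 in EFM192A and 1.22 in SKBR3, and cholesterol synthesis at -0.066 in EFM192A and 0.45 in HCC1419. Ribosome biogenesis stood at 0.49 in EFM192A and -0.46 in SKBR3, ATF4 targets at -0.57 in HCC1419 and 0.54 in SKBR3, and lysosome at 0.25 in SKBR3. With an estimated correlation, 5 of the 17 were called, all in the proliferation and estrogen response sets. For these 5 a biological difference between the lines is a candidate explanation, while the other 12 were called with the preset correlation and by fry but not with an estimated correlation, so their explanation stays open.

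The interferon response set had the largest median difference of the 17, at 2.58 in SKBR3 against the other lines. The deeper parental SKBR3 libraries do not account for the rise within SKBR3, since the median change of the set there was 2.49 in thinned libraries. It was 2.80 after GC and length offsets and 2.68 with members at the floor placed at their bounds. Neither that bias nor the fitted folds of rare genes therefore explains the rise within SKBR3. The difference of 2.58 was not recomputed with bounds. Bounds moved the set median from 0.38 to 0 in BT474 and from -0.41 to 0 in HCC1419, so fitted folds of rare genes may contribute to the difference. A biological cause may underlie the difference between the lines, but its camera test had an FDR of 0.432 with an estimated correlation. The levels in SKBR3 DTP cells were also low, at most 67.9 CPM for IFI6 among the members that rose.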

How the results depend on the processing

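Counts of called genes per line kept within 1.5 times the reported ones under 11 alternatives that changed scaling, filtering, test, samples in the fit, depth or GC and length offsets. They ran from 7071 to 9000 in BT474, from 6688 to 8489 in EFM192A, from 6573 to 8085 in HCC1419 and from 7691 to 9707 in SKBR3. Requiring an absolute log2 fold change of at least 1 left 2863, 3032, 2561 and 3949, by its own construction. The number called the same way in all 4 lines ran from 1921 to 2472, the interaction count from 7930 to 10424 and the panel count from 37 to 43. Of the genes called in the fit of all libraries, DESeq2 also called 7077 in BT474, 7171 in EFM192A, 6957 in HCC1419 and 8274 in SKBR3.

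The direction of the calls depended on scaling. Library totals without composition factors shifted the median log2 fold change of all genes by -0.13 in BT474, -0.14 in EFM192A, -0.20 in SKBR3 and -0.12 for the common effect. The HCC1419 median was 0 under every scaling, even where its calls moved, so it cannot measure a shift. The share of higher calls went from 51.3% to 37.3% in BT474, from 53.2% to 37.7% in EFM192A, from 52.6% to 37.3% in SKBR3, from 46.7% to 33.8% for the common effect and from 43.7% to 25.3% for genes called in all 4 lines. RLE and upper-quartile factors moved the medians of the other lines and of the common effect by less than 0.1, but they raised the share of higher calls for the common effect from 46.7% to 50.9% and 54.2%, in SKBR3 from 52.6% to 57.96% and 59.6%, and in HCC1419 from 48.05% to 51.5% and 50.8%. Which direction holds more calls is therefore not settled in any line or for the common effect: it changed under library totals in BT474, EFM192A and SKBR3, and under RLE and upper-quartile factors in HCC1419 and for the common effect.

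The count for the common DTP effect depended most on the unit. It was 2719 with counts summed per line and state, 10010 for the average of the 4 contrasts, 8785 with 16 libraries and line as a covariate, and 4125 with DESeq2. The fits that gave 10010 and 8785 treat replicates as separate units, by construction; for DESeq2 the cause was not tested. It was 1142 without the BT474 line, 1289 without EFM192A, 1494 without HCC1419 and 1078 without SKBR3, where fewer profiles entered the fit. Over the 16 fits that each left out one library, the common DTP effect ran from 2549 to 2834 genes.

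The median correlation of DTP effects between lines was 0.422. It was 0.388 with no low-count filter, 0.517 at a mean count of at least 50, 0.374 with prior count 0.5, 0.454 in thinned libraries and 0.415 after GC and length offsets; the cause was not tested. It ran from 0.411 to 0.424 over the 16 fits that each left out one library. The difference in distance between lines (0.127) was 0.133 under upper-quartile factors, 0.106 under library totals, 0.116 with no low-count filter, 0.107 at a mean count of at least 50 and 0.133 with prior count 0.5; the cause was not tested. It ran from 0.111 to 0.140 over the fits that left out one library and stayed above 0 under all these alternatives.

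Of 48 set tests, 17 were called with an estimated correlation in place of 26, and of the set differences 5 in place of 17. Fry called 30 set differences. The estimated correlations replace the preset one by construction. No called set changed direction under any alternative. Apart from the estimated correlation and the block, calls were lost for lysosome in BT474 and lysosome in SKBR3 against the other lines under library totals, for ribosome biogenesis in BT474 at a mean count of at least 50, and for ERK output in BT474 and in SKBR3 against the other lines at that filter, in thinned libraries and after GC and length offsets.

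Changes reversed sign for genes that were not called in the reported fit. Under upper-quartile factors the log2 fold change was 0.024 for ERBB2 in SKBR3, 0.024 for CDKN1B in BT474 and 0.022 for CDKN1B in SKBR3. Under library totals it was -0.094 for TNC in SKBR3, -0.10 for ERBB2 in EFM192A, -0.12 for ERBB3 in EFM192A and -0.17 for DUSP6 in SKBR3. After GC and length offsets it was 0.093 for ERBB2 in BT474, 0.061 for ERBB2 in SKBR3 and -0.038 for DUSP6 in SKBR3. CDKN1B in BT474 was 0.00425 at a mean count of at least 50 and 0.0120 in thinned libraries, and ERBB3 in EFM192A was -0.00661 with each line fitted alone and -0.00288 in thinned libraries. Upper-quartile factors and library totals shift all genes of a line nearly alike by construction. The median shift was 0.062 in BT474 and 0.097 in SKBR3 under the former and -0.14 in EFM192A and -0.20 in SKBR3 under the latter, larger than the reported change of each of these genes, so their reversals follow from the scaling and say nothing about the gene. For the other reversals the cause was not tested. In all, single gene results kept their direction and call in 1364 instances, while 31 lost the call, 16 gained it and 16 reversed.

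Leaving out a library leaves 1 in its group, so no calls were made per line, and the interaction, the panel, the per-line and the all-line counts were not run in that way. At most 11 of the 9285 called genes in SKBR3 (0.118%), without DTP replicate 1, changed sign, and at most 7 of 7943 in EFM192A. Of the 2315 genes called in all 4 lines, 1 changed sign in 1 of the 16 fits, without HCC1419 DTP replicate 2.

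The main fit did not treat the replicate numbers as pairs. Over 9298 genes, deviations of same-numbered libraries from their group means correlated at -0.36 in BT474, 0.20 in EFM192A, -0.30 in HCC1419 and 0.33 in SKBR3. The sign differed between the lines, so these values do not decide whether the numbers pair the samples. With a replicate block, 7404, 7342, 7275 and 8815 genes were called in BT474, EFM192A, HCC1419 and SKBR3, 2086 in all 4 lines, 8667 for the interaction, 40 in the panel, 26 sets and 17 set differences. For the common DTP effect the block gave 7254, since its pairs are libraries and not lines. The block reversed uncalled changes of ACTA2 in HCC1419 (-0.026) and CBLN2 in EFM192A (0.11), both at the floor. With the block, EGFR gained a call in BT474 and also in HCC1419, where both states were at the floor. PGR in SKBR3, CCND1 in HCC1419, CDKN1B in EFM192A, ATF4 targets in HCC1419 and the cholesterol synthesis difference in EFM192A were not called with it.

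Depth limits results at low counts. Over library totals without TMM factors, the floor is 0.349 CPM in the shallowest library and 0.0506 in the deepest. Genes absent from parental BT474 cells are therefore less tightly bounded than those absent from parental SKBR3 cells. Changes of CDH1, PGR and DUSP6 in SKBR3 rest on counts near this limit.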

Other observations

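The tests on the replicate difference of the interferon set, on rRNA removal, on the recovery of short RNA, on targets of the aryl hydrocarbon receptor and on distance in thinned libraries were chosen only after the results had been seen; the other tests in this part were chosen before.

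The genes with a common DTP effect were set against other assignments of the states within lines. Of the 8 assignments, 1, the real one, gave as many genes, while the others gave 0 genes each. At an unadjusted p under 0.05 they gave 228 to 1007 genes, and the real one 5657. Likewise, 1 of the 8 combinations of directions over the lines held as many genes called in all 4 lines, again the real one, and the others held 27 to 115. With so few assignments the share of those as large cannot go lower than 1 of 8, so this share is uninformative. The low counts of the other assignments do not decide it either, because swapping the states of some lines sets shared changes against each other. In all 4 lines, 1011 genes were higher and 1304 lower, where 75.1 and 61.0 are expected for independent lists. That expectation treats genes as independent, which genes that move together are not, so it describes the overlap and does not test it.

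The lines were farther apart in the DTP state by 0.127 log2 CPM. More noise between DTP replicates does not account for it, since the difference was 0.132 after the replicate variance was removed. Depth does not account for it either, with 0.127 in thinned libraries. Line-specific responses may add to the distance, but with p = 0.13 as the smallest value of the exact permutation test, the difference itself is not established.

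In 3 lines, the share of structural RNA other than rRNA was higher in both DTP libraries than in both parental ones. It went from 14.6% ± 0.307 to 23.5% ± 0.474 in BT474, from 19.01% ± 2.74 to 27.7% ± 2.37 in EFM192A and from 9.83% ± 0.4996 to 20.8% ± 1.75 in SKBR3 (SD, n = 2). In HCC1419 it was 16.4% ± 5.15 and 15.4% ± 1.62. Less complete removal of rRNA would leave this share alone or lower it, so it does not explain the rise. Differences in RNA input or in the content of other RNA per cell were not tested.

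Small nucleolar RNAs were higher in DTP cells of all 4 lines. Over 66 genes the median log2 fold change was 1.73 in BT474, 0.996 in EFM192A, 1.38 in HCC1419 and 1.29 in SKBR3. Under the other scalings the lowest medians were 1.57, 0.83, 1.38 and 1.05. Better recovery of short RNA in DTP libraries would raise other short RNAs too. The 17 Y and U RNAs changed by -0.080 in HCC1419, which argues against it in that line. They rose by 0.44, 0.38 and 0.57 in BT474, EFM192A and SKBR3, less than the small nucleolar RNAs. RN7SL1 and RN7SK rose there too, by 0.55 to 1.36, while 45 protein-coding genes with short transcripts had negative medians in all 4 lines. For BT474, EFM192A and SKBR3 a part played by recovery therefore stays open. Higher expression of host genes was examined only in 17 genes picked by name (SNHG genes and GAS5), which were not matched to the 66 genes. Their median was at most 0.68, in BT474, and negative in HCC1419 and SKBR3. Other host genes were not examined, so this explanation stays open. A change in the processing or stability of these RNAs may be involved and was not tested.

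The interferon set differed between the replicates of EFM192A DTP cells. Its median was 0.80 log2 higher in replicate 2, and 16 of 18 members were higher there. A general difference between these libraries for genes of this level does not account for it, because 100% of 10000 random sets matched on level had a smaller median difference, with a 95th percentile of 0.06. This describes a pair of libraries and not a condition, and no biological explanation was tested. The median difference between replicates was 0.25 in EFM192A parental cells and -0.53 in SKBR3 DTP cells.

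Reads shared between near-identical copies may explain 3 of the changes named above. For EIF3CL in BT474, the sum with EIF3C changed by -0.88 log2, and EIF3CL held 1.93% and 4.18% of it in the parental replicates and none in DTP cells. For NUDT4P1 in HCC1419, the sum with NUDT4 changed by 0.24, and its share was 0% and 0.606% in parental against 13.3% and 7.42% in DTP replicates. For GTF2IP4 in SKBR3, the sum with GTF2I and GTF2IP1 changed by 0.012, while its share went from 2.11% and 2.67% to 0.0109% and 0.0194%. The changes of EIF3CL and GTF2IP4 were not limited to those lines, while NUDT4P1 was called in HCC1419 alone. EIF3CL was also called lower in EFM192A (-2.94, adjusted p 0.0351) and HCC1419 (-3.24, adjusted p 0.0212), where the sums changed by -0.41 and -0.83, and in each of the 4 lines at least 1 DTP replicate had no EIF3CL counts. GTF2IP4 was also called lower in HCC1419 (adjusted p 0.000254), where its share was 0.0113% and 20.4% in the parental replicates, so that fall rests on parental replicate 2, and the sum changed by 0.61. The sums in the other lines were added after the values were seen. A biological change in these copies is not excluded.

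A few ribosomal protein genes differed widely between parental cells of the lines: 4 of 76 had a range of at least 3 log2, against a median range of 1.18. RPL19 had 390 ± 36.8 CPM in HCC1419 and 8415 to 16103 in the other lines. RPL8 had 5471 ± 435 CPM in HCC1419 against 556 to 694, RPL7 had 5714 ± 51.8 in SKBR3 against 556 to 848, and RPL23 had 3643 ± 138 in BT474 and 3047 ± 36.4 in EFM192A against 231 to 369 in the remaining lines (SD, n = 2). Copy number of the region is a candidate explanation, since the median of the 20 neighbouring tested genes moved the same way. This median log2 difference from the other lines was -2.23 around RPL19 in HCC1419, lower than all but 0.122% of 11451 windows of the genome. It was 2.60 around RPL8 in HCC1419 (percentile 99.7), 1.72 around RPL7 in SKBR3 (99.7), 2.50 around RPL23 in BT474 (99.8) and 1.04 around RPL23 in EFM192A (98.6). The number that moved this way varied: 13 of 20 were lower around RPL19 in HCC1419, 13 were higher around RPL23 in EFM192A, 18 around RPL23 in BT474, 18 around RPL7 and 20 around RPL8. The windows around RPL19 and RPL23 overlap, and the first holds ERBB2, which lies 9 genes from RPL19 and was high in HCC1419 too (7996 CPM), so an edge of the amplified region between these genes is possible but was not tested. Counting of RPL19 reads for its pseudogene RPL19P12 is argued against, as that gene had 0.220 CPM in parental HCC1419 cells. DNA copy number was not analysed here.

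CYP1A1 rose in all 4 lines, by 4.39 log2 in BT474, 2.90 in EFM192A, 2.32 in HCC1419 and 5.38 in SKBR3. Activity of the aryl hydrocarbon receptor is a candidate explanation. Of 16 tests of other target genes in the 4 lines (CYP1B1, AHRR, TIPARP and NQO1), 6 were called higher and 7 lower. The falls were NQO1 in all 4 lines, AHRR in BT474 and SKBR3, and CYP1B1 in HCC1419. NQO1 is also a member of the NRF2 target set, so its falls are not specific to this receptor. Because the targets went both ways, this explanation and others cannot be told apart.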
